A study of Homo sapiens with 4 samples. Its data were reported in "Fate-mapping post-hypoxic tumor cells reveals a ROS-resistant phenotype that promotes metastasis" (2019).

How the data were processed

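RNA was sequenced from MDA-MB-231 cells, a human triple-negative breast cancer cell line, that carried a hypoxia fate-mapping reporter. In this system a cell expresses DsRed until hypoxia triggers a permanent switch to GFP, so GFP+ cells are those with a past exposure to hypoxia. Tumors grown in the mammary fat pad of immunodeficient NSG mice were removed 2 weeks after implantation, and lungs with metastases were collected 2 weeks after that. DsRed+ and GFP+ cells were sorted from each lung. Stranded, mRNA-enriched libraries were amplified with 12 PCR cycles, per the labels, and sequenced as read pairs of 150 bp.

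The authors mapped the reads to a UCSC human transcript set with Bowtie2 and estimated expression per gene with RSEM, which divides reads that fit several genes between them by a statistical model. The genome build and the release of the transcript set are not stated. The authors deposited the resulting expected counts, which need not be whole and were not scaled. They also deposited a normalized signal per gene, made by dividing the counts by each library's effective size from TMM (trimmed mean of M-values) and giving the result in CPM, counts scaled to a common library size. Both tables hold 25343 genes, and 0 columns of values lacked a sample. Of the gene symbols, 28 had been turned into dates by spreadsheet software. These were kept in every fit and are not named.

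Libraries were grouped by the reporter given in the labels, with 2 DsRed+ and 2 GFP+ libraries. The pairing of libraries comes from the lung number in the labels, 4 or 5, which each group shares. The expected counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, which asked for about 1.12 CPM in at least 2 libraries and a total of at least 15 counts, and 13808 genes were tested. TMM factors were computed from these genes. The test was edgeR's quasi-likelihood test of GFP+ against DsRed+ with no block for the lung. The study's RNA-sequencing methods name edgeR without giving its design, while its general statistics describe matched comparisons of DsRed+ and GFP+ cells from the same tumor, so the fit with the lung as a block bears on the same question. A gene was called at an unadjusted p under 0.05 and a change of at least 1.5-fold, the study's rule. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted separately. The same test with the lung as a block is given beside it. All p-values are two-sided. Unless another fit is named, log2 fold changes and standard errors of single genes come from the fit without a block. This holds also where an adjusted p with the block stands beside them. Each standard error was worked back from the test, as the absolute log2 fold change divided by the square root of the quasi-likelihood F.

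Lists of genes for hypoxia, reactive oxygen species (ROS), oxidative phosphorylation (OXPHOS) and the cell cycle were written by hand from general knowledge before the data were examined. They are not the Hallmark gene sets, which were not used here. Each list was tested with camera from limma 3.58.1, with an inter-gene correlation of 0.01, and p-values were adjusted over the 4 lists. The value given for a list is the median log2 fold change of its tested genes minus the median of all tested genes. Random lists, 10000 per test, were matched on mean expression in 20 bins. The genes named are 6 genes that the study's text measured, then the 5 largest and the 5 smallest log2 fold changes among called genes with a mean of at least 5 TMM-scaled CPM and the same sign in both lungs. Differences within a lung are differences of log2 CPM with a prior count of 2.

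Coordinates, transcript lengths and GC content come from GENCODE release 29 on GRCh38, matched by symbol, and 22610 of the 25343 symbols matched (89.2%). The coordinates place each gene by its symbol only, as the authors' build is not known. Offsets for length and GC content were made per library from a loess fit on log2 transcript length and GC content with a span of 0.3. The fitted value was each gene's log2 CPM minus its mean over the 4 libraries. Genes with no match kept an offset of 0.

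Alternatives were RLE size factors, library size only, no filter on low counts, at least 10 counts in every library, counts left unrounded, robust quasi-likelihood, edgeR's exact test, the DESeq2 1.42.0 Wald test, limma on the deposited normalized signal with a pseudocount of 1 or 0.1, stricter thresholds, and leaving out each library in turn. The length and GC offsets, camera with an estimated inter-gene correlation, and random lists matched also on length and GC content were added after the data had been seen.

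The procedure was tested on simulated data drawn from the real means and library sizes, with 200 of 13808 genes changed 3-fold. Without a block, 190 of the 200 were called, as were 13 of 13548 unchanged genes, and 0 genes had an adjusted p under 0.05. With the lung as a block, 195 were called along with 327 unchanged genes (2.41%), and 184 of the 194 genes with an adjusted p under 0.05 were truly changed. A list shift set at 0.35 was recovered as 0.37 without the block and 0.35 with it.

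Total counts ranged from 8004152 to 9654246. A gene at 0 counts could be present at up to 3 counts in a library, about 0.354 CPM on average in the DsRed+ libraries. This floor covers counting error only, since PCR copies are not independent molecules. With 2 libraries against 2, the smallest p of a two-sided exact permutation test is 0.333, so single values were not tested that way. The reporter transcripts were not analysed here.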

Results

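To ask whether cancer cells with a past exposure to hypoxia still differ from other cancer cells once both have colonized the lung, RNA-sequencing libraries were compared from DsRed+ and GFP+ MDA-MB-231 cells sorted out of lung metastases. There were 2 lungs, numbered 4 and 5, and each gave 1 DsRed+ and 1 GFP+ library. Total expected counts were 8867098 for DsRed+ and 9654246 for GFP+ cells of lung 4, and 8004152 for DsRed+ and 9029227 for GFP+ cells of lung 5. Both GFP+ totals were above both DsRed+ totals. Between 17083 and 17342 genes had at least 1 count in a library.

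The libraries differed more by lung than by reporter. The first principal component of log2 CPM held 71.9% of the variance and separated lung 4 from lung 5. The next held 15.8% and separated DsRed+ from GFP+ libraries. Deviations from the group means were correlated between the libraries of the same lung, with Pearson's r of 0.60 across 13808 genes, which are not independent replicates.

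Between GFP+ and DsRed+ cells, 38 genes were called higher and 28 lower in GFP+ cells with edgeR's quasi-likelihood test and no block for the lung. All 66 had the same sign in both lungs. A gene whose lungs disagree can hardly pass this test, so the shared sign is not separate evidence. By edgeR with Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05, and 66 genes had an unadjusted p under 0.05. If no gene differed and p-values were evenly spread, about 690 of the tested genes would fall under 0.05. The 66 fall far short of that, so p-values without a block were larger than chance alone would give. The calls of this fit are therefore not an ordinary result at that threshold. In the fit with the lung as a block 379 genes fell under 0.05, also fewer. With the lung as a block, 195 genes were called higher and 100 lower, and these included all 66 genes in the same direction. Both fits used the same counts, so that overlap is not independent support. Of the 295 genes called with the block, 271 had the same sign in both lungs. The block fit gave 24 genes with an adjusted p under 0.05, of which 18 were higher and 6 lower. It leaves 1 residual degree of freedom per gene, so each gene's spread is taken largely from other genes. A small adjusted p there does not show that the lungs agree. Among the 24, SERF1B had log2 differences of -0.20 in lung 4 and -5.53 in lung 5, and SRGAP2C 0.05 and 6.15. The smallest difference among the rest was 0.70, for NDRG1 in lung 5. The check of the pairing was the correlation of 0.60 given above. At an unadjusted p under 0.01 and no block, 7 genes were called higher and 2 lower.

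The size of the GFP+ minus DsRed+ difference was not shared across genes between the lungs. Across the 13808 tested genes, the differences in lung 4 and in lung 5 had a Spearman correlation of -0.18, and 39.9% of genes had the same sign in both. A change of at least 1.5-fold in both lungs was seen upwards in 95 genes, downwards in 67 genes and in opposite directions in 183 genes. With length and GC offsets the correlation was -0.01. The differences followed the properties of the genes in opposite ways. In lung 4 the Spearman correlation across 12861 annotated genes was -0.26 with transcript length and 0.23 with GC content, and in lung 5 it was 0.38 with length and -0.57 with GC content. The opposite trends did not cancel. The GFP+ over DsRed+ fold change still had a correlation of 0.22 with length and -0.42 with GC content.

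**Figure D1:**
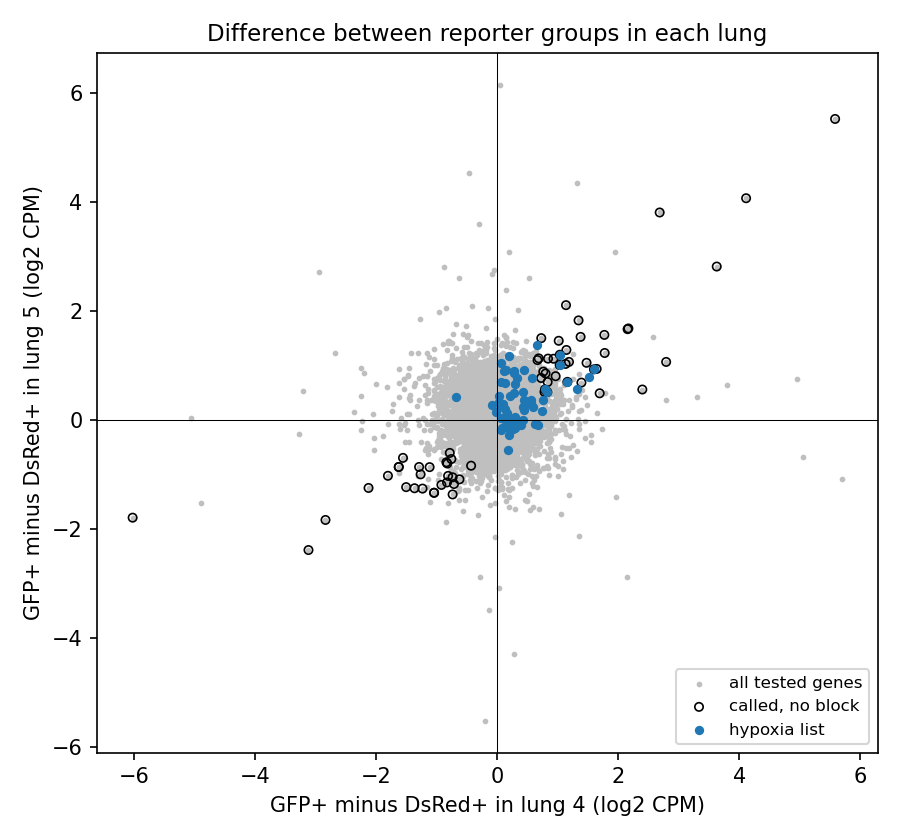
Difference between GFP+ and DsRed+ cells in lung 4 (x axis) and lung 5 (y axis), in log2 CPM, with 1 point per tested gene. Open circles are the 66 genes called without a block, all of which have the same sign in both lungs, and filled blue points are the 63 tested genes of the hypoxia list, of which 46 were higher in both lungs.

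Whether genes known to rise in hypoxia stay higher in GFP+ cells was tested with the hypoxia list. Its 63 tested genes had a median log2 fold change 0.34 above that of all tested genes (camera, adjusted p 8.83e-27), and 0.33 with the lung as a block (adjusted p 3.90e-34). The shift was 0.29 in lung 4 and 0.31 in lung 5. In both lungs 46 of the 63 genes were higher in GFP+ cells, and 0 were lower in both. Of the list, 6 genes were called higher without a block and 12 with it. Camera assumes a correlation between genes, and when this was estimated from the data, without a block, the adjusted p was 0.0224.

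The ROS list addressed whether genes tied to oxidative stress differ at the metastatic site. Its 53 tested genes were shifted by -0.04 (camera, adjusted p 0.403), and by -0.05 with the lung as a block (adjusted p 0.258). The shift was 0.04 in lung 4 and -0.16 in lung 5, so it did not hold between the lungs.

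The 78 tested OXPHOS genes were shifted by -0.09 (camera, adjusted p 0.00105), and by -0.11 with the lung as a block (adjusted p 2.79e-05). The lungs went in opposite directions, with a shift of 0.11 in lung 4 and -0.32 in lung 5, and the difference between the lungs was larger than the shift itself. With the inter-gene correlation estimated in the fit without a block, the adjusted p was 0.805. The 95 cell cycle genes were shifted by -0.16 (camera, adjusted p 4.41e-07), and by -0.16 with the lung as a block (adjusted p 2.58e-07). Both lungs went the same way, with -0.21 in lung 4 and -0.11 in lung 5, and 52 of the 95 genes were lower in GFP+ cells in both lungs against 6 higher in both. With the inter-gene correlation estimated in the fit without a block, the adjusted p was 0.186. The correlation was not estimated with the block. No gene of the OXPHOS or cell cycle lists was called in either fit.

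**Figure D2:**
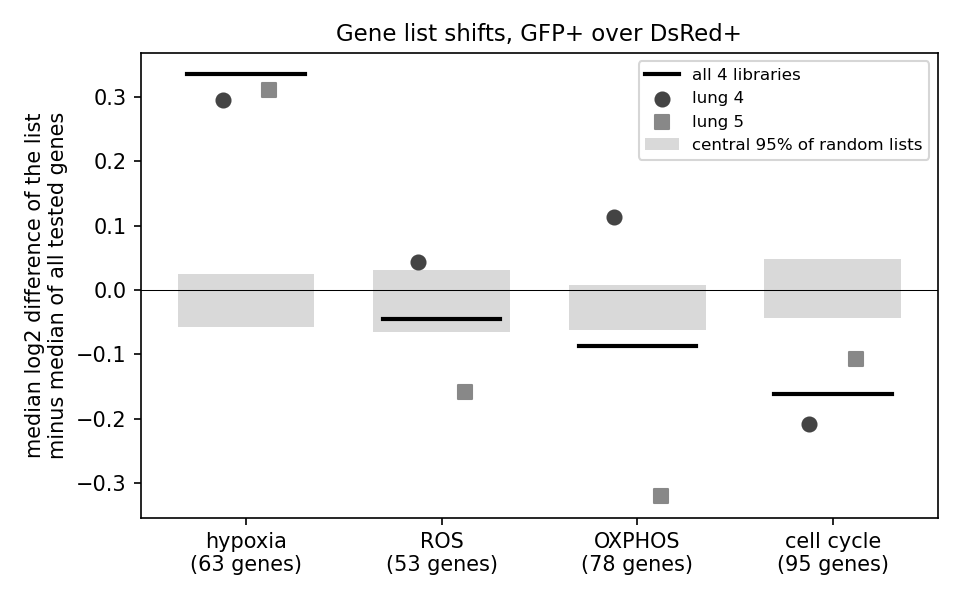
Shift of each gene list in GFP+ over DsRed+ cells, as the median log2 difference of the list minus that of all tested genes (y axis). Black lines use all 4 libraries, circles are lung 4, squares are lung 5, and grey bars span the central 95% of random lists matched on expression, drawn for all 4 libraries and not for a single lung. The hypoxia list was above 0 and the cell cycle list below 0 in both lungs, while the ROS and OXPHOS lists were above 0 in lung 4 and below 0 in lung 5.

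The study measured CA9, LOX, CP, EGLN3, DNAH11 and ITGA10 by qPCR in tumor cells, on independent RNA. Of these 6 genes, 3 were called higher in GFP+ cells here without a block, and 5 with the lung as a block. In lung metastases the study used qPCR on independent RNA for CA9, CP, DNAH11 and EGLN3 only. It reported that this bore out their expression there. Its text makes no statement on ITGA10 in the lung, so the ITGA10 value below tests no claim of the study. The carbonic anhydrase gene CA9 (GRCh38 chromosome 9, 35673856 to 35681159) had 139 ± 0.349 TMM-scaled CPM (SD, n = 2) in DsRed+ and 342 ± 110 (SD, n = 2) in GFP+ cells. Its log2 fold change was 1.30 with a standard error of 0.30, and edgeR's adjusted p over all genes was 1.00 without a block and 6.51e-06 with it. The lysyl oxidase gene LOX (chromosome 5, 122063195 to 122078360) had 69.1 ± 7.25 CPM (SD, n = 2) in DsRed+ and 151 ± 27.4 (SD, n = 2) in GFP+ cells, with a log2 fold change of 1.13 and a standard error of 0.26. Its edgeR adjusted p was 0.000131 with the block. The ceruloplasmin gene CP (chromosome 3, 149162410 to 149222055) had 2.66 ± 0.510 CPM (SD, n = 2) in DsRed+ and 7.73 ± 1.95 (SD, n = 2) in GFP+ cells, with a log2 fold change of 1.54, a standard error of 0.39, and an edgeR adjusted p of 0.0135 with the block, or 0.0537 with the block and length and GC offsets. Adjusted over these 6 genes alone, edgeR's p was 0.0115 for CA9 and LOX and 0.0132 for CP without the block.

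EGLN3 (chromosome 14, 33924231 to 34462774) lay on the threshold, with a log2 fold change of 1.06, a standard error of 0.44 and an unadjusted p of 0.0500029 by edgeR. Its log2 difference was 1.52 in lung 4 and 0.79 in lung 5. With a library left out, its log2 fold change ranged from 0.58 to 1.80. With the block, edgeR's adjusted p over all genes was 0.000869. DNAH11 (chromosome 7, 21543215 to 21901839) had a log2 fold change of 0.83 with a standard error of 0.48. It was nearly level in lung 4, with a log2 difference of 0.19, and higher in GFP+ cells in lung 5, with 1.17. Its edgeR adjusted p over all genes was 1.00 in both fits. ITGA10 (chromosome 1, 145891208 to 145910189) had a log2 fold change of -0.08 with a standard error of 0.28, smaller than the spread between the libraries of a group.

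**Figure D3:**
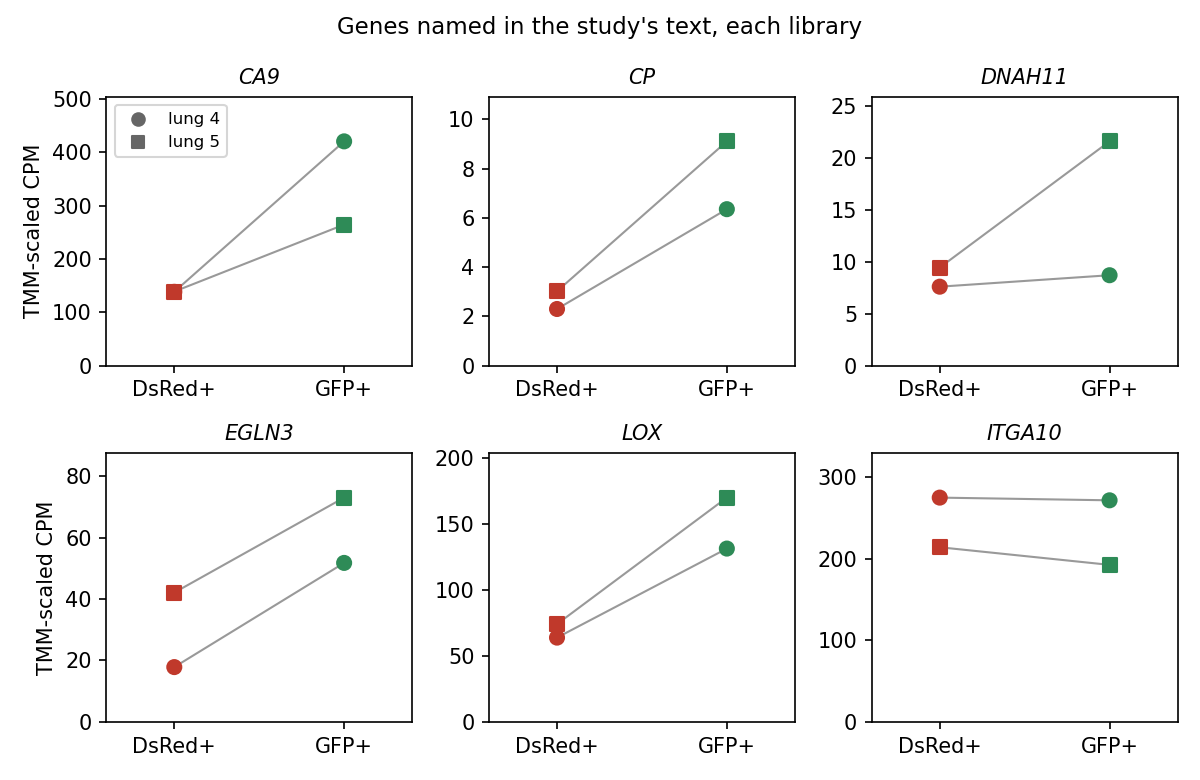
TMM-scaled CPM (y axis) of the 6 genes in each library, with DsRed+ in red and GFP+ in green, circles for lung 4 and squares for lung 5, and a line joining the libraries of a lung. CA9, CP, EGLN3 and LOX were higher in GFP+ cells in both lungs, DNAH11 rose by 1.17 on the log2 scale in lung 5 against 0.19 in lung 4, and ITGA10 changed little.

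A set of 18 gene names, read from the study's list of genes altered both in tumors and in lungs, was counted again. A name that could not be read was left out, so the set is not the whole list. These were called by the study on the same libraries, so the count is not an independent test. Without a block 9 of the 18 were called higher, and with the lung as a block 18 were. All 18 were higher in GFP+ cells in both lungs. By edgeR, 7 had an adjusted p under 0.05 over all genes with the block. Over the list alone, 8 had one without the block and 18 with it. The 7 include C8orf44-SGK3 and JMJD7-PLA2G4B, each of which joins 2 neighbouring genes. C8orf44-SGK3 had 0 counts in both DsRed+ libraries, and JMJD7-PLA2G4B had 0 in the DsRed+ library of lung 4.

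Beyond CA9, CP and LOX, which were also among the 5 largest rises, the naming rule gave EIF3CL and FER1L4. EIF3CL (chromosome 16, 28379579 to 28403879) had 0 counts in both DsRed+ libraries and 95 and 97 in the GFP+ libraries, at least 29.3-fold higher. It is a near copy of EIF3C, which had 4891 and 4897 counts in the DsRed+ and 4629 and 4657 in the GFP+ libraries, so the division of reads between them is uncertain. The pseudogene FER1L4 (chromosome 20, 35558737 to 35607562) had a log2 fold change of 1.17 with a standard error of 0.36. The 5 largest falls were HNRNPA1P10, ALPP, PDGFRB, SSC5D and HCP5. HNRNPA1P10 (chromosome 19, 11666069 to 11667030), a processed pseudogene of HNRNPA1 that can share its reads, had 125 and 143 counts in the DsRed+ and 0 and 46 in the GFP+ libraries. The other 4 had log2 fold changes from -0.96 for ALPP to -0.83 for HCP5. PDGFRB had 77 and 65 counts in the DsRed+ and 47 and 35 in the GFP+ libraries. By edgeR, the adjusted p of FER1L4, ALPP, PDGFRB, SSC5D and HCP5 was above the threshold in both fits.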

Values the study reported

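The study reported 47 genes lower in GFP+ than in DsRed+ cells from lung metastases. Among the transcripts it found altered both in tumors and in lungs, it described 9 of 19 as known targets of hypoxia.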

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

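The lung as a block raised the genes called higher from 38 to 195 and lower from 28 to 100, the genes with an adjusted p under 0.05 from 0 to 24 (66 had an unadjusted p under 0.05 without it), the called genes of the 18 from 9 to 18, and the called genes of the 6 from 3 to 5. With length and GC offsets added to the replicate block, which was chosen after seeing the data, these were 151, 105, 34, 16 and 5, and 15 of the 24 genes kept an adjusted p under 0.05. Offsets without the block gave 61 genes higher, 14 of the 18 and 5 of the 6. Without a filter on low counts, 73 genes were called higher and 52 lower. The DESeq2 Wald test called 30 higher and 4 lower, and gave 1 gene with an adjusted p under 0.05, and edgeR's exact test gave 5. At p under 0.01, 7 genes were called higher, 2 lower, and 4 of the 18. For DESeq2, the exact test and the filter, the cause was not tested. The counts under the other alternatives were within 1.5 times. The counts have no value with a library left out, since a group would hold 1 library.

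The hypoxia list kept its direction and an adjusted p under 0.05 in every alternative that had a test, with shifts from 0.32 to 0.36 and adjusted p from 5.00e-53 to 0.0224. Across the 4 fits that each left out one library it ranged from 0.26 to 0.36. The cell cycle list kept its direction, from -0.24 to -0.049 across those 4 fits, and lost its adjusted p under 0.05 when camera estimated the inter-gene correlation (shift -0.16, adjusted p 0.186). The OXPHOS list lost it in the same way (shift -0.087, adjusted p 0.805) and ranged from -0.44 to 0.25 with a library left out, reversing to 0.0027 without the DsRed+ library of lung 4 and to 0.25 without the GFP+ library of lung 5. It shifted by 0.11 in lung 4 and by -0.32 in lung 5. The list also differed between the lungs, by -0.49 in lung 5 over lung 4, and without a block a fit that lacks a library takes in part of that difference. The ROS list, which never passed, ranged from -0.29 to 0.14 with a library left out, reversing to 0.14 without the GFP+ library of lung 5. It also reversed to 0.00080 with length and GC offsets and to 0.0067 with the offsets and the replicate block. Robust quasi-likelihood cannot move camera and was not run for the lists. For the changes of the lists with the estimated correlation and with the offsets, the cause was not tested. The correlation was estimated only in the fit without a block, which counts the difference between the lungs as noise.

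The correlation between the lungs was -0.29 for genes with a mean of at least 10 CPM, -0.044 by Pearson's method and -0.0098 with length and GC offsets, and was the same with RLE factors or a prior count of 0.5. The log2 fold change of ITGA10 ranged from -0.33 to 0.15 with a library left out, and it reversed to 0.13 without the DsRed+ library of lung 4 and to 0.15 without the GFP+ library of lung 5. Of 219 values of the named genes under an alternative, 180 were the same, 14 became stronger, 6 weaker, 17 moved and 2 reversed. EGLN3, on the threshold at p 0.0500029, accounts for most of the stronger ones. In simulated data at this depth, the fit without a block gave 0 genes with an adjusted p under 0.05 although 190 of 200 genes changed 3-fold were called, so a count of 0 there does not show that no gene changed.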

Other observations

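The tests of read-through genes within a group, of near copies, of length and GC content, of list shifts under other splits, and of the contrasts with the lung as a block were chosen after the results were seen, and the others before the data were examined.

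Without a block, 28 genes were lower in GFP+ cells here. That is lower than the value quoted from the study above. With the lung as a block, 100 genes were lower. That is higher than the value quoted. The study's count of higher genes, not quoted above, lay between the 38 called without a block and the 195 called with it.

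With 2 libraries per group, no count of splits can rule out chance for the call counts. Without a block, 2 of the 3 splits of the 4 libraries called at least as many genes as the 66 of the reporter split. The other was the split by lung, with 3202 calls, which keeps each lung's pair together. The split that parts the pairs as the reporter does, by exchanging GFP+ and DsRed+ in 1 lung, gave 44. With the lung as a block, 2 of these 2 contrasts called at least as many genes, since the exchanged one called 393 against 295. For an adjusted p under 0.05 it was 1 of 2, with 3 genes in the exchanged contrast against 24. With length and GC offsets added to the block, the order of the calls changed, with 177 in the exchanged contrast against 256 in the reporter contrast, and 1 gene against 34 with an adjusted p under 0.05. In simulated data the block fit called 327 of 13548 unchanged genes, more than the 295 of 13808 called here, so the number of its calls may be what chance gives. The fit without a block called 13 of 13548 unchanged genes there, fewer than the 66 called here, though the exchanged contrast of the real libraries gave 44.

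Several technical explanations for the 66 called genes were tested. Thinning every library to the smallest total gave 65 calls, of which 55 were among the 66, and with the lung as a block 294 calls and 24 adjusted, so the larger GFP+ libraries did not account for the number. The share of counts in the 10 most abundant genes overlapped between the groups, with the lowest GFP+ share at 5.61% and the highest DsRed+ share at 5.81%. A list of 27 tested immediate early genes, written to test for stress from tissue dissociation, was shifted by -0.02, with 0.08 in lung 4 and -0.07 in lung 5, and a share of 0.95 of random lists matched on expression shifted at least as far.

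RNA from host lung cells was weighed as an explanation for part of the lower calls, and the markers gave evidence on both sides. A list of host lung markers, 18 of them tested, was shifted by -0.30, which a share of 0.0001 of random lists matched, the smallest that 10000 lists can give. It was -0.12 in lung 4 and -0.39 in lung 5, and 16 of the 18 were lower in GFP+ cells. Of these, 2 were called, LAPTM5 and PDGFRB (two-sided Fisher's exact test, p 0.00328), the former named after its values were seen. Against this, the study depleted mouse cells before sorting and mapped reads to human transcripts. Also, 30 of the 49 markers among the measured genes had under 10 counts in every library. The surfactant genes SFTPC and SFTPA1 had at most 2 counts, though SFTPB had at least 53. COL1A2 had at most 6, against at least 292 for COL1A1. The leukocyte markers PTPRC and TYROBP had at most 6 and 0, against at least 305 for LAPTM5. These counts argue against host RNA as the main source of SFTPB, COL1A1 and LAPTM5 reads. The cancer cells can express some of the tested markers, so the source of the reads of the others, PDGFRB among them, stays open. With the lung as a block, the marker SFTPB, also named after its values were seen, was among the 6 lower genes with an adjusted p under 0.05. It had 116 and 394 counts in the DsRed+ and 53 and 212 in the GFP+ libraries, and edgeR gave it an adjusted p of 0.0169, or 0.00379 with length and GC offsets.

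Read-through genes, which join 2 neighbouring genes, were 4 of the 66 called genes and 66 of the 13808 tested (two-sided Fisher's exact test, p 0.000275). With the lung as a block 20 were called. A candidate explanation is that RSEM moved reads between overlapping genes. Read-through genes also differed more between the lungs within a group than other genes of like expression, with a median of 0.71 against 0.46 on the log2 scale, and a share of 0.0001 of random lists differed as much, the smallest possible. That difference does not involve the reporter. When the reads of the 4 were summed with those of the genes they join, 0 stayed called, though for most of them the joined genes hold so many reads that the sum could hardly be called. JMJD7-PLA2G4B and PLA2G4B, picked after their values were seen, changed in opposite directions. In lung 4 the former went from 0 to 61 counts and the latter from 56 to 0, and in lung 5 from 27 to 54 and from 73 to 28. Summing EIF3CL with EIF3C, and HNRNPA1P10 with HNRNPA1, left 0 of the 2 called, with the same limit. Of the 24 genes with an adjusted p under 0.05 in the block fit, 13 had 0 counts in at least 1 library. So had 8 of the 66 genes called without a block, against 0.304% of all tested genes. Genes with a large change are more prone to hold a 0, so these counts do not show that their reads were misassigned. CA9, LOX, EGLN3, NDRG1 and IGFBP3, named after their values were seen, had no library at 0.

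The opposite differences in the 2 lungs are consistent with a bias by gene length and GC content. Across annotated genes the correlation of the lungs' differences was -0.18, and 0.0055 once the trend on length and GC content was removed. Between the lungs, 3154 genes had an adjusted p under 0.05, and 1027 with the offsets, so the offsets removed part of that difference and not all of it. Whether such a trend arises in library preparation or in the lungs was not tested.

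The list shifts were held against the same bias. Random lists matched on expression, length and GC content shifted as far as the hypoxia list in a share of 0.0001, as far as the cell cycle list in 0.0001, the smallest possible in both cases, as far as the OXPHOS list in 0.0062 and as far as the ROS list in 0.60. A hypothesis, which the study proposes as a possible 'hypoxic memory', is that GFP+ cells in the lung keep part of a hypoxic expression pattern. The hypoxia list shift was 0.33 and 0.30 in lungs 4 and 5 after removing the length and GC trend. GFP+ cells may also have lower expression of cell cycle genes, with -0.21 and -0.18. The cell cycle shift of -0.16 had an adjusted p of 0.186 when camera estimated the inter-gene correlation in the fit without a block. That fit counts the difference between the lungs as noise, and the correlation was not estimated with the block. The samples cannot show whether these shifts date from the primary tumor or from hypoxia within the lung. In the study, DsRed+ cells injected into the tail vein stayed DsRed+ in the lung, which places the reporter switch in the primary tumor. That experiment followed the reporter and not the expression of these lists. Also, 3 splits of the libraries are too few to rule out chance. For the hypoxia list, 1 of the 3 splits gave a shift as large as 0.34, the reporter split itself, with 0.02 for the split by lung and -0.07 for the exchanged one. For the cell cycle list it was also 1 of 3, with 0.00024 for the exchanged split, but the split by lung gave 0.15, nearly the size of -0.16. For the ROS and OXPHOS lists, 3 of 3 splits gave a shift at least as large as that of the reporter split.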
